A study of Homo sapiens with 3 samples. Its data were reported in "The combination of cantharidin and antiangiogenic therapeutics presents additive antitumor effects against pancreatic cancer" (2018).

How the data were processed

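Gene expression was measured on 3 Agilent 1-colour human arrays of 1 design, with RNA from control, cantharidin-treated and okadaic acid-treated PANC-1 cells. Groups were taken from the sample titles. The authors deposited the scanner output of each array as spot intensity values made with Feature Extraction 11.0.1.1. Per the file headers, the processed intensity had been background-subtracted and detrended for position within each array, with no scaling between arrays, and the probe annotation used hg19. Other deposited columns were flags for outlier spots, saturation and signal well above background. The authors also deposited a table of normalized log2 values for 30923 of the 34127 transcript probes of the arrays. How this table was made is not stated. Its columns shared nearly the same distribution, and each correlated best with the log2 intensity of its own array (r of at least 0.998, against at most 0.937 with another array). None of the 3196 unflagged probes left out of it was well above background on any array. It was used as an alternative. All arrays came from 1 slide and 1 scan, so no batch between them could be tested, and position on the slide went with the group.

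Per probe, log2 of the processed intensity was averaged over spots without outlier flags, which left 34041 probes with a value on all 3 arrays. There were 999 probes with 10 spots and the others had a single spot. Each array's 75th percentile was subtracted, which corresponded to intensities of 784 for control, 713 for cantharidin and 936 for okadaic acid. A probe was compared when it was well above background on at least 1 of the 2 arrays (in most of its spots), and called at 1.5-fold, as in the study's own comparison. Where a probe was not well above background on 1 array, the fold is given as "at least", from the bright signal against the higher of the dim signal and the lowest signal of a probe well above background on that array. No fold is given where both were below background. No pseudocount was used, and no test or p-value across arrays was computed.

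The arrays carry transcript accessions and no gene symbols. Accessions were matched without their version to RefSeq transcripts of GRCh38.p14, which named 25705 of the probes and 19699 genes. The annotation builds differ, so names only were used and no coordinates are given. A gene was represented by its probe with the highest mean log2 signal over the 3 arrays. Named genes followed a rule fixed before the data were examined: the genes that the study or the series title names, the 5 genes per agent and direction with the largest change among genes measured on both arrays with all detected probes moving the same way, and at most 5 members of fixed lists past 1.5-fold in opposite directions. Where more than 5 qualified, those with the largest smaller change were taken. Genes MAPK8, UBE2C, NFKB2 and PPP2R2B of the lists had no matched probe and were not analysed here.

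The 9 gene lists held G2/M, G1/S, NF-κB target, immediate early and AP-1, p53 target, integrated stress response, autophagy, PP2A and reference genes. None of their members was in the study's list of 28 genes. CDK1 is also a G2/M gene and CDKN1A a p53 target. A list's median difference was placed among 10000 random lists of the same size, drawn within 20 bins of mean signal. Spot noise came from the probes with 10 spots. For the shared control array, 100 sets of 3 unchanged arrays were simulated from the control signals with this noise, and r was also computed spot by spot over the probes with 10 spots, with the same or separate control spots for the agents. The counting was tested on simulated data for cantharidin against control with 34041 probes and a noise SD of 0.15 for every probe. It recovered 100% of 200 planted changes and called 0.594% of the unchanged probes. The planted changes all lay well past 1.5-fold, in probes well above background on the control array. This recovery therefore does not cover changes near 1.5-fold or dim probes. With noise drawn by brightness from replicate spots, as in the simulated sets of unchanged arrays, up to 792 of the 26769 probes were called higher and up to 826 lower for cantharidin.

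Alternatives fixed before the data were examined were the normexp background correction with an offset of 50, scaling to the median, scaling to the 75th percentile of probes well above background on all arrays, quantile normalization, no scaling, no filter, a filter for signal well above background on all 3 arrays, the deposited normalized table, a 2-fold threshold, genes in place of probes and the median over the probes of a gene. The normexp step used the median spot and background intensity, in place of the mean spot intensity that had been planned, which was not used here. Setting dim signals to the floor of their array, and centring differences within 16 blocks of the array, were chosen after the data were seen. The analysis used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The number of arrays limits the precision of each value.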

Results

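The study examined PANC-1 cells, an established human pancreatic cancer line, after treatment with cantharidin or okadaic acid. Both compounds inhibit protein phosphatase 2A (PP2A), an enzyme that removes phosphate groups from proteins, including kinases of several growth and inflammation pathways. Total RNA was labelled with the dye Cy3 and hybridised to a human oligonucleotide array, on which each spot holds a single probe and its brightness measures the matching transcript. There were 3 arrays, with 1 array each for control, cantharidin and okadaic acid cells. Treatment lasted 24 h, and the labels give 20 µM for cantharidin in wording that leaves open whether the same dose applied to okadaic acid. With 1 array per group, no difference below has a replicate check, and no test across arrays was possible.

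After spots with outlier flags were left out, 34041 probes were used. Of these, 24768 were well above background on the control array, 25103 on the cantharidin array and 23071 on the okadaic acid array. The lowest signal among such probes was 35.0 intensity units on the control array, 21.9 under cantharidin and 58.0 under okadaic acid, so the arrays differed in how dim a transcript they measured. No spot of a transcript probe was saturated. Replicate spots of the same probe gave the spot noise within an array. Among probes with 10 spots, the share of spot pairs at least 1.5-fold apart was 1.75% on the control array, 3.45% on the cantharidin array and 1.51% on the okadaic acid array. This spread covers spot noise only, and variation between cultures was not measured.

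The first comparison asked which transcripts changed with cantharidin. Differences are log2 values after each array was scaled to its 75th percentile, and 26769 probes were well above background on at least 1 of the 2 arrays. At least 1.5-fold higher signals were found for 7075 probes (26.4%) and at least 1.5-fold lower signals for 8843 probes (33.0%). Of these, 5515 higher and 7246 lower probes were well above background on both arrays. The remaining 1560 higher and 1597 lower probes were not well above background on 1 of the arrays. Setting the dim signal to its array's floor left 1108 and 1580 probes in that class past 1.5-fold. The median difference over all probes compared was -0.17 on the log2 scale. Under the other scalings and background corrections it ranged from -0.30 to -0.09, so small differences have to be read against this shift. Counting genes in place of probes moved the number of higher calls most, to 4575.

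In the main setting, among genes measured on both arrays, the 5 with the largest rise under cantharidin were ARC, KRTAP4-2, TM4SF19, MDFI and EGR1. ARC rose 116-fold, from an intensity of 94.6 to 9991. The other rises in this group lay between 85.8-fold for EGR1 and 94.1-fold for KRTAP4-2. RAB26, CCDC34, TXNIP, BUB1 and PBK showed the largest falls. RAB26 was 156-fold lower, with an intensity of 10040 in control cells and 58.7 under cantharidin. The falls of the other members ranged from 68.7-fold for PBK to 104-fold for CCDC34. The probes of CCDC34 differed in size, and the median over its probes gave a log2 difference of -2.53 in place of -6.71. Each of these 10 genes also moved past 1.5-fold in the same direction under okadaic acid. The order and membership of the top 5 depended on the setting. The log2 rise of MDFI under cantharidin was as low as 5.24 in an alternative, while that of C11orf96 was never below 5.81.

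The same comparison was made for okadaic acid. Of 25714 probes, 6812 (26.5%) were at least 1.5-fold higher and 7123 (27.7%) at least 1.5-fold lower than in control cells. Both arrays measured 5882 of the higher and 5638 of the lower probes. The remaining 930 higher and 1485 lower probes were not well above background on 1 of the arrays, and with the dim signal at its array's floor 900 and 825 in that class were past 1.5-fold. Higher signals made up 48.9% of the calls, or 51.2% with dim signals at the floor. This share was 42.4% under median scaling and 62.2% without scaling, with 9005 probes higher and 5464 lower in the latter, so the balance of rises and falls under okadaic acid depended on the scaling. The median difference was -0.01 and lay between -0.13 and 0.25 under the other scalings and background corrections.

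In the main setting, among genes measured on both arrays, IL23A showed the largest rise under okadaic acid, at 870-fold. Its intensity was 106 in control cells and 110525 in treated cells. It was followed by ARC at 698-fold, RASD1 at 333-fold, C11orf96 at 205-fold and CEBPA at 124-fold. The largest falls were those of PRSS23, MND1, PBK, OLFML2A and AURKB, from 46.1-fold for PRSS23 to 31.8-fold for AURKB. For OLFML2A, the median over its probes gave a log2 difference of -2.59 in place of -5.18. All 10 genes passed 1.5-fold in the same direction under cantharidin. Membership of the top 5 depended on the setting here as well. The log2 rise of CEBPA under okadaic acid was as low as 5.80 in an alternative, while that of EGR1 was never below 6.31.

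Because both agents inhibit PP2A, the changes they share were counted next. There were 4087 probes at least 1.5-fold higher and 5100 at least 1.5-fold lower under both agents, while 830 probes passed 1.5-fold in opposite directions. If the calls of the agents were unrelated across probes, 1784 would be higher and 2332 lower under both, without allowing for the shared control. The log2 differences of the 2 agents correlated across 27014 probes, with Pearson's r of 0.68 and Spearman's rho of 0.65. Probes are not independent replicates, and both comparisons used the same control array. In 100 simulated sets of unchanged arrays sharing this control, with noise drawn from replicate spots, r had a median of 0.50, and at most 203 probes were higher and 202 lower under both agents. The observed values were larger, but those arrays carried no changes, so this sets the overlaps against spot noise only. Over 848 probes with 10 spots, r was 0.72 at the median with the same control spot for both agents and 0.71 with separate control spots. Of the probes past 1.5-fold under both agents, 91.7% moved the same way. In the simulations the median of this share was 95.6%, since noise of a shared control moves both differences alike. The simulations called far fewer probes under both agents than were observed. The simulated share is thus no baseline for the observed one, and no conclusion is drawn from it either way. The strictest filter, which kept probes well above background on all 3 arrays, moved r most, to 0.71.

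**Figure D1:**
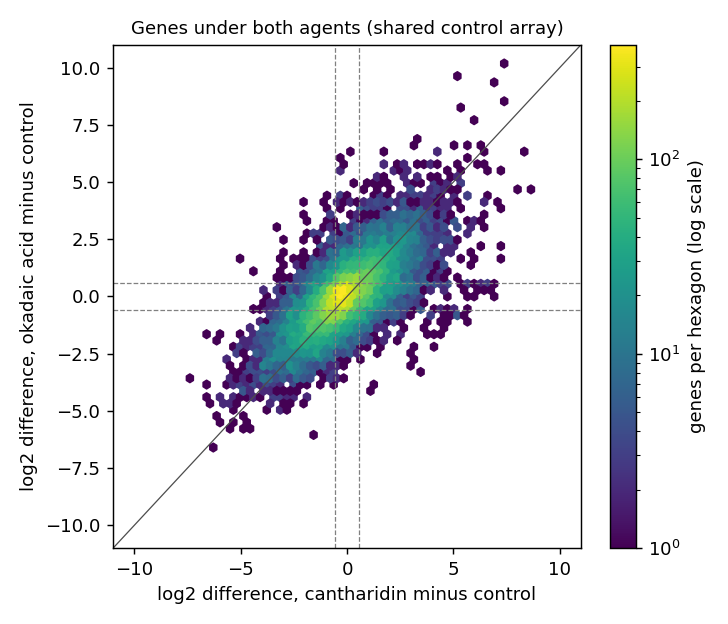
Genes well above background on at least 1 of the 3 arrays, by their log2 difference from control under cantharidin (horizontal axis) and okadaic acid (vertical axis); colour gives the number of genes per hexagon, dashed lines mark 1.5-fold and the solid line marks equal differences. The cloud runs from lower left to upper right, and a horizontal row just above 0 at the right holds genes that rose under cantharidin and stayed near the floor on the other arrays.

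The agents were also compared directly. Okadaic acid gave at least 1.5-fold higher signals than cantharidin for 7211 of 25771 probes and at least 1.5-fold lower signals for 5805. The SD of the log2 differences over probes well above background on any array was 1.14 between the treated arrays. It was 1.51 between cantharidin and control and 1.32 between okadaic acid and control. The count of higher probes depended on the setting more than the counts against control, and reached 12856 with no filter on dim probes.

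The study named 28 angiogenesis-related genes as higher under both agents. That list was chosen on these same arrays, so the values below are not independent evidence for it. Under cantharidin, 27 of the genes were well above background on at least 1 array compared, and 26 of them were at least 1.5-fold higher. IL10 was at 1.43-fold. With dim signals set to the array floor the count was 25, since SERPINC1 then stayed below 1.5-fold. Under okadaic acid, 26 genes could be compared and all 26 were at least 1.5-fold higher. Both agents raised 24 of the genes past 1.5-fold. The median log2 difference was 1.65 under cantharidin and 2.64 under okadaic acid, and with dim signals set to the array floor it was 1.61 and 2.13. Both medians lay above those of all 10000 random lists of the same size matched on mean signal. The counts changed most when probes had to be well above background on all 3 arrays, to 21 under cantharidin and 22 under okadaic acid, and a 2-fold threshold also gave 22 under okadaic acid.

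**Figure D2:**
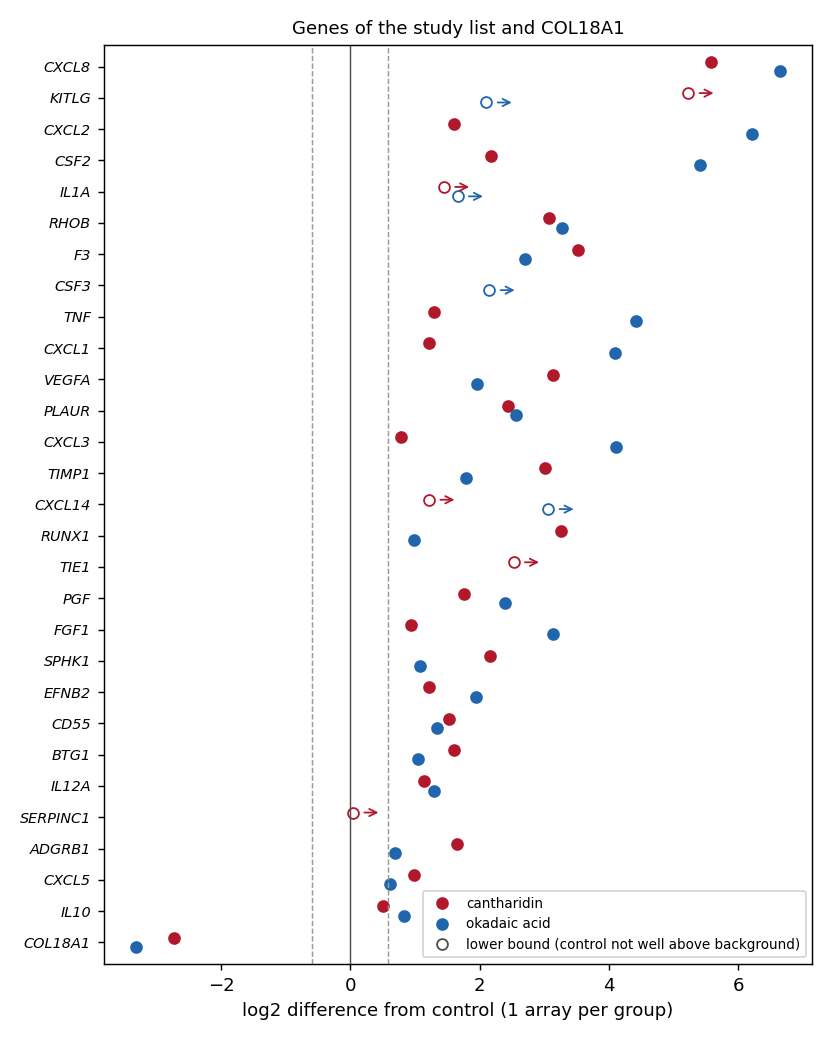
Log2 difference from control for the chosen probe of each gene of the study list and of COL18A1, under cantharidin (red) and okadaic acid (blue), with 1 array per group; open circles with arrows are lower bounds where the control signal was not well above background, missing points were below background on both arrays, and dashed lines mark 1.5-fold. CXCL8 rose under both agents, the CXCL1, CXCL2, CXCL3, TNF and CSF2 points lie farther right under okadaic acid, and COL18A1 is the gene on the left.

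CXCL8 (IL-8) showed the largest rise of the list measured on all 3 arrays, with intensities of 315, 13626 and 37772 in control, cantharidin and okadaic acid cells. This amounted to 47.6-fold under cantharidin and 101-fold under okadaic acid (differences are given after scaling). Several chemokine and cytokine genes rose more under okadaic acid. CXCL1 rose 2.34-fold under cantharidin and 17.1-fold under okadaic acid, CXCL3 1.71-fold and 17.3-fold, TNF 2.46-fold and 21.3-fold, and CSF2 4.50-fold and 42.5-fold. For CXCL2, the brighter probe gave 3.06-fold and 74.6-fold, and the other probe 1.49-fold and 18.7-fold. The CXCL1, CXCL2 and CXCL3 transcripts are similar in sequence, and binding of one to the probe of another was not tested. Larger rises under cantharidin were seen for TIMP1 (8.04-fold and 3.45-fold) and VEGFA (8.79-fold and 3.91-fold), although a second VEGFA probe gave 1.75-fold and 1.87-fold. PLAUR (5.42-fold and 5.94-fold) and RHOB (8.38-fold and 9.65-fold) rose by similar amounts.

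RUNX1 depended on the probe. Its brightest probe was 9.53-fold higher under cantharidin and 1.98-fold higher under okadaic acid, but the log2 differences of its 5 probes ranged from -0.71 to 3.25 under cantharidin and from -0.16 to 3.04 under okadaic acid. KITLG was not well above background in control cells and was at least 37.4-fold higher under cantharidin and at least 4.30-fold higher under okadaic acid. For IL1A the bounds were at least 2.72-fold and at least 3.16-fold, and for CXCL14 at least 2.33-fold and at least 8.35-fold. TIE1 and SERPINC1 were well above background only under cantharidin, at least 5.76-fold and at least 1.03-fold higher than control, and CSF3 only under okadaic acid, at least 4.44-fold higher. The SERPINC1 bound does not reach 1.5-fold. The remaining genes of the list (PGF, BTG1, CD55, SPHK1, EFNB2, IL12A, CXCL5, ADGRB1, F3 and FGF1) rose between 1.53-fold, for CXCL5 under okadaic acid, and 11.5-fold, for F3 under cantharidin. A second FGF1 probe was 1.20-fold higher under cantharidin, against 1.91-fold on the probe used.

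COL18A1, which the study listed as lower, was 6.59-fold lower under cantharidin and 9.97-fold lower under okadaic acid, with an intensity of 126818 in control cells. Other factors that the study named at the RNA or protein level varied. MMP1 was 20.8-fold higher under cantharidin and 3.08-fold higher under okadaic acid. KDR was 4.84-fold higher under cantharidin and at least 2.36-fold lower under okadaic acid, where it was not well above background. PDGFA was 2.68-fold higher under okadaic acid and 1.18-fold lower under cantharidin. Its second probe was 1.27-fold lower under cantharidin and differed by less than 1.5-fold under okadaic acid. VEGFD was at least 3.65-fold higher under cantharidin and below background in the other cells. The study's real-time PCR work treated PDGFA, KDR and VEGFD (as FIGF) as raised by cantharidin. Of these, PDGFA did not rise under cantharidin here. ANG and PDGFB were 2.36-fold and 4.95-fold lower under cantharidin and differed by less than 1.5-fold under okadaic acid. IL6 differed from control by 1.24-fold under cantharidin and 1.21-fold under okadaic acid. Its signal was 1.71, 3.10 and 1.49 times the lowest signal well above background on the control, cantharidin and okadaic acid arrays, so it lay close to the floor. EGF, also close to the floor at 1.74, 2.15 and 1.80 times that signal, differed by less than 1.5-fold under both agents, although its rise under okadaic acid passed 1.5-fold in 2 of 11 alternatives. LEP was not well above background on any array.

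The series title concerns arrest before mitosis, CDK1, p21, JNK and Sp1. CDK1 was 61.1-fold lower under cantharidin and 25.4-fold lower under okadaic acid, with intensities of 10139, 151 and 477 in control, cantharidin and okadaic acid cells. CDKN1A, which encodes p21, was 9.93-fold higher under cantharidin and 5.55-fold higher under okadaic acid. The normexp background correction moved both genes most, to log2 differences of -5.23 and -4.37 for CDK1 and of 2.92 and 2.10 for CDKN1A. SP1 differed by 1.19-fold and 1.26-fold. MAPK9, which encodes a JNK, was 2.21-fold lower under okadaic acid and 1.44-fold lower under cantharidin on its brighter probe, while the other probe gave 1.94-fold and 1.73-fold lower. MAPK8 had no matched probe and was not analysed here.

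To place these genes, 9 gene lists fixed before the data were examined were compared with 10000 random lists matched on mean signal, as a description of these arrays. The median of 24 G2/M genes was -3.11 under cantharidin and -2.43 under okadaic acid, with 23 and 21 genes at least 1.5-fold lower. The median of 20 G1/S genes was -2.25 and -1.76. Both lists lay below all random lists under both agents. The integrated stress response list rose by a median of 2.31 under cantharidin and 1.05 under okadaic acid, at the 100th and 99.9th percentiles. NF-κB target genes had a median of 0.31 under cantharidin, at the 89.9th percentile, and 1.74 under okadaic acid, above all random lists. Under cantharidin the members split, with 7 of 18 at least 1.5-fold higher, 4 at least 1.5-fold lower and a range from -3.81 to 4.01. A median near 0 thus does not mean that these genes stayed unchanged. Under okadaic acid 12 were higher and 1 was lower. Genes of the study list, such as CXCL8 and TNF, were not part of this list. Immediate early and AP-1 genes had medians of 0.32 and 1.07, at the 89.8th and 99.98th percentiles. For p53 target genes the median was 0.06 under cantharidin (72.2nd percentile), -0.08 without scaling, which shifts all genes alike, and 0.71 over genes well above background on all 3 arrays. Under okadaic acid it was 1.06 (99.9th percentile).

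The autophagy list had medians of 0.70 and 0.38, at the 97.0th and 88.3rd percentiles, and the median over all probes of a gene gave 0.37 and 0.08. PP2A subunits and regulators showed 0.44 under cantharidin (93.0th percentile) and 0.06 under okadaic acid (61.1st percentile), and the latter was -0.06 under median scaling, which shifts all genes alike. Reference genes, often used to normalise RNA amounts, had medians of -0.36 and -0.65, at the 15.7th and 3.54th percentiles, and stayed below 0 under each scaling.

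**Figure D3:**
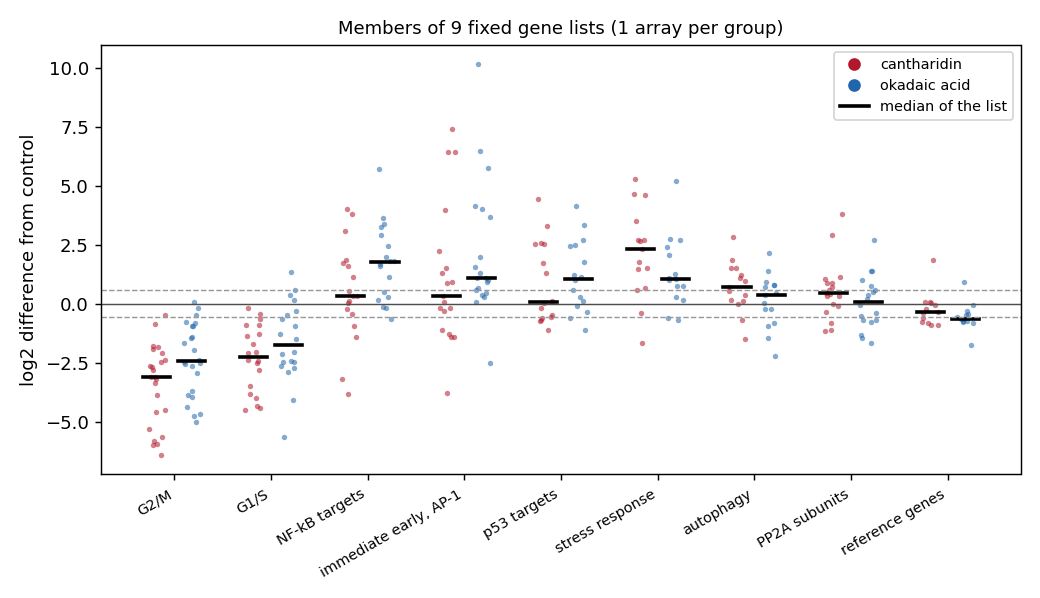
Log2 difference from control for each gene of the 9 fixed lists, under cantharidin (red) and okadaic acid (blue); each point is 1 gene on 1 array against the control array, including genes not well above background on 1 of the 2, black bars are list medians and dashed lines mark 1.5-fold. The G2/M medians lie at -3.11 and -2.43, and the NF-κB target medians at 0.31 and 1.74.

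Set directly against cantharidin, okadaic acid gave a median difference of 1.54 for the NF-κB targets, above all random lists, with 13 of 18 genes at least 1.5-fold higher. The median over all genes in this comparison was 0.13. The median was 0.86 for the G2/M list (99.94th percentile), 0.93 for the G1/S list (99.95th percentile), 0.89 for the immediate early list (99.97th percentile) and 0.70 for the p53 list (98.8th percentile). Lower medians were found for the stress response list at -0.71 (0.27th percentile), the autophagy list at -0.68 (0.565th percentile) and the PP2A list at -0.51 (1.26th percentile). For the reference genes the median was -0.36 (12.4th percentile), and it turned to 0.03 without scaling.

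There were 7 members of the fixed lists that passed 1.5-fold in opposite directions under the 2 agents. DUSP2, LTB and IER3 were lower under cantharidin, with log2 differences of -1.42, -1.41 and -1.42, and higher under okadaic acid, with 1.32, 1.15 and 1.07. PPP2R2A and DDIT3 went the other way, with 0.86 and 1.78 under cantharidin and -0.77 and -0.61 under okadaic acid. These directions held under each scaling. The fall of DDIT3 under okadaic acid was smaller than 1.5-fold in 6 of 11 alternatives.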

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

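The test in this part was chosen after the result was seen. Of 35 array control probes with at least 10 spots, which match spike-in or other control sequences and entered no comparison, 2 were well above background in most okadaic acid spots, with a scaled median above every spot of the same probe on the control array. For the spike-in probe ERCC-00053_71 the scaled log2 difference was 0.82, with median intensities of 37.7 in control and 79.8 in okadaic acid cells. For ERCC-00097_63 it was 0.23, with 52.8 and 73.9. None rose by this rule under cantharidin. A higher floor of the okadaic acid array would raise other control probes of similar brightness as well. The 13 others within 2-fold of the control intensity of ERCC-00053_71 had a median difference of 0.0441, went both ways and ranged from -0.90 to 0.33, so the floor as a cause stays open. ERCC-00053_71 lay above all of these and was well above background in 70% of its okadaic acid spots. The labels name no spike-in, and no biological explanation was tested.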

How the results depend on the processing

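The floor for dim signals and the centring by block of the array were chosen after the data were seen, and the other alternatives before. The 42 main results were recomputed under 13 alternatives, each where it applied, which gave 472 values. Of these, 427 stayed within 1.5 times a count, or within 0.26 on the log2 scale (the largest of the 3 arrays' SDs of differences between replicate spots, from the cantharidin array), and 45 moved farther. With the smallest of these SDs, 0.17, another 26 would count as moved, 11 of them okadaic acid differences without scaling. For the correlation the limit was 0.0047, its SD over single replicate spots. The count of probes higher under both agents and the 2 counts of the study list stayed within 1.5 times under each alternative.

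A 2-fold threshold lowered the counts by construction, to 5620 probes lower under cantharidin, 4480 higher and 4623 lower under okadaic acid, 3114 lower under both, and 3883 higher and 3536 lower for okadaic acid against cantharidin. Counting genes, of which there are fewer than probes, gave 4575 higher and 5676 lower under cantharidin, 4656 lower under okadaic acid, 3394 lower under both, and 4781 higher and 3616 lower for okadaic acid against cantharidin.

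In the direct comparison of the agents, the number of higher probes was 4168 with the normexp correction, 11925 without scaling and 12856 with no filter, and 3625 probes were lower without scaling. Against control, higher probes made up 62.2% of the okadaic acid calls without scaling and 48.9% with it. The cause of the normexp value was not tested. The unscaled values carry the brightness of the whole array, and the unfiltered count includes probes at the floor.

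The correlation was 0.70 with normexp and over genes, 0.66 with no filter, 0.71 over probes well above background on all 3 arrays and 0.69 with dim signals at the floor.

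The normexp correction, whose offset of 50 shrinks differences of dim probes, moved the G2/M median to -2.72 under cantharidin and -2.15 under okadaic acid. It moved CDK1 to -5.23 and -4.37, and CDKN1A to 2.92 and 2.10. For okadaic acid against cantharidin it gave 0.61 for G1/S and 0.37 for p53 targets. Without scaling, that comparison gave 1.25 for G2/M, 1.32 for G1/S, 1.93 for NF-κB targets, 1.28 for immediate early genes, 1.09 for p53 targets, -0.32 for stress response, -0.28 for autophagy, -0.12 for PP2A and 0.0325 for reference genes. The last of these changed sign. Probes well above background on all 3 arrays gave 0.71 for p53 targets under cantharidin and -1.39 for G1/S under okadaic acid, from fewer genes. With no filter, PP2A was at -0.17 between the agents. The median over the probes of a gene gave autophagy 0.37 under cantharidin, 0.0773 under okadaic acid and -0.31 between the agents, and PP2A -0.16 between the agents. The cause of these last shifts was not tested.

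Single genes gave 1308 values, of which 1176 stayed within the spot SD, 131 moved farther and 1 changed the direction of a difference past 1.5-fold. That was RUNX1 under okadaic acid, at 0.99 on its brightest probe and -0.16 as the median of its probes, which disagree. ANG under okadaic acid, below 1.5-fold throughout, went from -0.13 to 0.13 without scaling. Of 109 gene differences past 1.5-fold, 101 stayed past it under every alternative that gave a value. The other 8 were SERPINC1, CXCL14 and FGF1 under cantharidin and RUNX1, CXCL5, ADGRB1, PPP2R2A and DDIT3 under okadaic acid. Of 11 gene differences below 1.5-fold, 5 passed it under some alternative: IL10 and MAPK9 under cantharidin and EGF, PDGFB and SP1 under okadaic acid.

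Scaling to the spike-in control spots (E1A) was not run, because their signal lay near the floor. Their median intensity was 14.2, 8.46 and 15.4 on the control, cantharidin and okadaic acid arrays, and 31.6%, 28.1% and 10.3% of these spots were well above background. With 1 array per group, no array could be left out. Signal over background limits the dim genes: 7027 probes were well above background on no array and could show no change, and the floor was highest on the okadaic acid array.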

Other observations

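Chosen after the result was seen were the tests of spot noise of the shared control, of an unusual control culture, of the okadaic acid floor, of scaling and of genes near the floor for the NF-κB list, of EGF, ANG and PDGFB near the floor and of a spatial trend as the whole cause, and the reading of the identity genes near the floor. The other tests were fixed before the values they measure were seen.

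The changes under both agents went together across probes, with r of 0.68. Spot noise of the shared control array did not account for this. Over 848 probes with replicate spots, r stayed at 0.69 or above in each choice of spots when the agents were compared with separate control spots, which share no spot noise. An unusual control culture cannot be told apart from a shared effect of the agents. The SD of log2 differences was 1.14 between the treated arrays and 1.51 and 1.32 between them and the control, as both explanations predict, and there is a single control array. A control array from another cell line was examined with genes whose presence differs between lines. Of 13 such genes with a probe, 10 were on the same side of background on all 3 arrays. XIST was well above background on the cantharidin array only, with intensities of 7.32, 35.0 and 31.8 in control, cantharidin and okadaic acid cells. The remaining 2 were well above background on the control array only. These 2, DDX3Y and CDKN2B, were named after their values were seen and lay at most 2.17 times above the floor of the control array, so this explanation stays open. CDKN2A, picked out after its values were seen, was well above background on all arrays, with intensities of 2599, 2280 and 9224 in control, cantharidin and okadaic acid cells on its brighter probe. PANC-1 is usually described as lacking this gene, which was not checked here. The signal may come from binding of other transcripts or from a question of line identity that covers all 3 arrays, and neither was tested. That the changes reflect PP2A inhibition by both agents remains an untested hypothesis.

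Dim probes were listed higher under okadaic acid. Over the 7027 probes well above background on no array, the median log2 difference was 0.42 under okadaic acid and -0.34 under cantharidin. Negative control spots, which match no transcript, were shifted by 0.48 under okadaic acid and -0.29 under cantharidin. A higher floor of the okadaic acid array is thus a candidate explanation for this pattern, and rises of dim probes on that array are best read from the bounds. Of these dim probes, 14.4% would have been called higher under okadaic acid without the filter.

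NF-κB target genes differed between the agents, with a median of 1.54 for okadaic acid against cantharidin. A constant factor per array moves all genes alike, so it could not produce the excess of 1.41 over the median of all genes. Settings that change more than a constant (normexp, quantile normalization and the deposited normalized table) gave an excess of at least 1.33, with the list above all random lists each time, so scaling did not account for this. Dim genes near the floor also did not account for it. Without the 3 members less than 4 times above the floor on some array (IL6, LTB and PTGS2), the other 15 had an excess of 1.53 over genes equally far from the floor. None of these genes is in the study's list of 28 genes. What stays open is a difference between single cultures, and differences in effective dose or timing. A stronger NF-κB response to okadaic acid at the doses used may be a biological difference, as a hypothesis found and examined on the same arrays.

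Probes of the same gene often gave different changes. Of probe pairs well above background on all arrays and listed under different transcript accessions, 40.6% differed by at least 2-fold in their cantharidin difference. For pairs listed under the same accession the share was 29.3%. Under okadaic acid the shares were 35.3% and 26.4%. Spot noise was much smaller, as 1.05% of replicate spot pairs differed this much under cantharidin and 0.506% under okadaic acid. The higher share between accessions is consistent with different transcripts of a gene as part of the cause. The disagreement of probes under the same accession was not explained.

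The study described higher protein levels of angiogenin, EGF, IL-6, leptin and PDGF-BB after either agent. For IL-6, its separate assay of the culture medium also found secretion that rose with time under both agents. Protein levels are an unlike measure to transcripts at 24 h, so the values below do not test the protein results. Here, in the main setting, the ANG, EGF, IL6 and PDGFB transcripts were not at least 1.5-fold higher under either agent, ANG and PDGFB were lower under cantharidin, and LEP was not well above background. For IL6 and EGF, a signal near the floor may hide a change. The IL6 signal was 1.49 times the lowest signal well above background on the okadaic acid array, and the EGF signal was 1.74 times that on the control array. The log2 difference of EGF under okadaic acid was 0.53 and passed 1.5-fold in 2 of 11 alternatives, at up to 0.78. EGF is thus no evidence against a rise under okadaic acid. Under cantharidin its log2 difference was -0.23, and it stayed between -0.37 and -0.09 in the 11 alternatives. No rise was seen there, but the signal near the floor leaves that open as well. A signal near the floor does not account for ANG and PDGFB, which were at least 68.5 and 10.2 times that signal on each array. For ANG and PDGFB no other explanation was tested, and for LEP none was tested.

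Differences from control varied with position on the array. Medians over 16 blocks ranged from -0.61 to 0.01 for cantharidin, a spread of 0.61, and from -0.15 to 0.23 for okadaic acid. The lowest block under cantharidin was in the first of 4 columns and the last of 4 rows. A trend of this size, left after the detrending by the scanner software, may add calls near 1.5-fold. It is not the whole cause of the many calls. With differences centred within each block, the number of probes past 1.5-fold under cantharidin was 15688, against 15918 before. Higher calls went from 7075 to 7156 and lower calls from 8843 to 8532. How many probes were called both times was not counted.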
